A study of Rattus norvegicus with 19 samples. Its data were reported in "Changes in social behavior with MAPK2 and KCTD13/CUL3 pathways alterations in two new outbred rat models for the 16p11.2 syndromes with autism spectrum disorders" (2023).

How the data were processed

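Gene expression was measured by RNA sequencing in the hippocampus of male Sprague Dawley rats from a line with a deletion and a line with a duplication of the segment of rat chromosome 1 that corresponds to human 16p11.2. The 19 libraries fell into 4 groups by genotype: 6 wild-type (wt), 4 Del/+ with 1 copy of the interval, 5 Dup/+ with 3 copies, and 4 Del/Dup carrying a deleted and a duplicated chromosome, hence 2 copies as in wt. Groups and replicate numbers were taken from the description field of each sample label. For wt replicate 5 the description and the genotype field of the label disagreed, the latter giving Dup/+; the library was counted as wt, the reading that matches the group sizes of the series, and the other reading was run as an alternative.

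The authors made stranded libraries with a total RNA kit. The protocol of the labels describes removal of rRNA, while the molecule field of the labels and the paper name polyA RNA, and which of the 2 holds was not settled here. The authors sequenced them as short single-end reads, aligned these with Hisat2 to the rat assembly Rno6 with Ensembl gene models, and counted them with HTSeq-count. The deposited values are raw read counts per Ensembl gene with no normalization, 1 library per file. Each file held 32623 genes, identified by Ensembl identifier and symbol, followed by 5 summary lines of the counting program. The values were checked to be whole numbers, with totals over genes that differed between libraries. Reads without a gene made up 6.94% to 16.1% of all counted lines of a library, ambiguous reads 0.142% to 0.334%, reads aligned to more than 1 place (multi-mapped) 40.1% to 76.3%, and the lines for reads not aligned or of low quality were 0 in every library. The 5 summary lines were left out of the gene tables, and the multi-mapped line was used only as a measure of each library. No Rno6 gene model was used here; gene symbols are those of the files, and the GRCr8 gene table, a different assembly, served only for names and for the order of neighbouring genes. Of the 15440 genes tested, 13647 (88.4%) matched that table on symbol or synonym.

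Of 24345 genes with a read in any library, 15440 passed the expression filter (filterByExpr) and were tested. Libraries were scaled by the trimmed mean of M values (TMM), and levels are given as counts-per-million (CPM) on the scaled library size. The main test was the quasi-likelihood F test of edgeR 4.0.16 in R 4.3.3, with all 19 libraries in 1 fit with a mean per group and no covariate. The 5 comparisons were each carrier group against wt, Del/+ against Dup/+, and a slope on the number of copies (1, 2 or 3). Genes were called at a Benjamini-Hochberg adjusted p under 0.05. Log2 fold changes were computed with a prior count of 2, and their standard error (SE) was derived from the F statistic. The interval genes were tested as a set by rotation (roast of limma 3.58.1, 9999 rotations). Single values per library were compared by two-sided exact permutation tests over every split of the libraries into groups of the same sizes, adjusted over the 3 comparisons of each measure. Correlations between measures of the libraries were computed on deviations from group means, with permutation tests. These tests shuffled the deviations across groups and made no allowance for the group means taken off, so their p may be too small.

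Gene lists were written before the data were examined, as were the main test, its comparisons, the rule for naming genes and most alternatives. The interval list held 32 genes, from *Sult1a1* to *Spn*, of which 28 were tested, and the list of flanking genes held 17, of which 16 were in the files and 14 were tested. A list of 15 genes, a selection from those that the study named on these samples, had 9 tested members. Lists for motile cilia (40 genes, 34 tested), choroid plexus (22, 19 tested), immediate-early genes (16), synaptic genes (49) and oligodendrocytes (15) were tested with camera of limma at an inter-gene correlation of 0.01, adjusted over the 15 tests of 5 lists and 3 comparisons, beside fry and an estimated correlation. In wt libraries, 28 of the cilia genes, 9 of the choroid plexus genes and every gene of the other lists had a mean of at least 1 CPM, and none was in another list. A list of 7 sex genes (5 tested) served to check the sex of the animals, and a list of 7 blood genes (6 tested, 5 with at least 1 CPM in wt) was written after calls among globin genes had been seen. The genes named singly are those of the interval, flanking and study-named lists that the files hold, and outside the interval, for each comparison against wt, up to 5 genes with the smallest adjusted p under 0.05; any other gene is named with a statement that it was chosen after its values were seen.

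Depth was the total count over genes, 16191192 to 38760645 reads per library (mean 27652868), and 18538 to 20042 genes had a read in a library. The spread between replicates, not counting error, set the precision: the common biological coefficient of variation was 0.101, and pairs of libraries of the same group differed with a chi-square per degree of freedom of at least 3.52, so that no library was a copy of another.

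The test was checked on simulated data in which 200 genes of 1 group were changed. Of the 199 that passed the filter, edgeR called 167 (83.9%), and 91.0% of those changed by at least 2-fold, with 7 false calls among 15322 genes and 0 calls in both comparisons without a change. DESeq2 1.42.0 called 86.4% with 21 false calls, limma-voom 84.4% with 9, and edgeR with the replicate number as a block 81.9% with 6. The study names the fold change rank ordering statistic (FCROS) and DESeq2, and gave its gene counts from FCROS. FCROS was rewritten from its description (a 25% trimmed mean of ranks of pairwise log2 ratios with a pseudocount of 1), since its package was not used here. It was run on every gene with a read in the compared libraries. Genes in both tails of a normal curve fitted to its own mean ranks were called, without adjustment. Some genes are therefore called in any grouping. FCROS called 194 of the 200 changed genes with 792 false calls, and 960 of 15440 genes in a comparison without any change, so its counts are given only as an alternative.

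Alternatives covered scaling (relative log expression factors, library size alone, and TMM without the interval genes), the expression filter (none beyond 1 read, or a mean of at least 1 CPM), the test (DESeq2, limma-voom, FCROS), the prior count (0.25), the threshold (0.1, or an absolute log2 fold change of at least 0.26), the libraries in the fit, the replicate number as a block, the other reading of wt replicate 5, and leaving out each library in turn. Chosen after seeing the data were a term for the batch of high multi-mapped share, that share as a covariate, the log2 level of *Ttr*, a marker of choroid plexus, as a covariate, robust dispersion, and further scalings and tests for the interval level and the flanking genes. The batch was defined at the widest gap in the multi-mapped share: 12 libraries lay below it (6 wt, 5 Dup/+ and 1 Del/+) and 7 above it (3 Del/+ and 4 Del/Dup).

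Contrasts that share the wt libraries correlate by construction. The correlation to be had from that alone was therefore simulated 100 times with unchanged groups, and the real correlation was recomputed over the 20 ways to give each contrast 3 of the 6 wt libraries. Simulated genes were drawn independently of each other, without the correlation between genes that tissue or batch can give. Each result of a model across genes was also recomputed over 100 splits of its libraries into groups of the same sizes, the real split included. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15, with numpy 2.4.6. The Long Evans libraries, the proteome and the behaviour of the study were not analysed here.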

Results

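Hippocampal RNA of 19 male Sprague Dawley rats was sequenced, 1 library per animal. The animals carried 1 copy (Del/+, n = 4), 2 copies (wt, n = 6, and Del/Dup, n = 4) or 3 copies (Dup/+, n = 5) of the chromosome 1 segment that corresponds to human 16p11.2. Read counts per gene totalled 25642772 to 38760645 in wt, 24458600 to 37964381 in Del/+, 16191192 to 29183777 in Dup/+ and 19464204 to 25480872 in Del/Dup. On the log2 scale the difference of the total from wt was -0.44 in Del/Dup (exact permutation p = 0.0143, adjusted p = 0.0429). It was -0.36 in Dup/+ (exact permutation p = 0.0368, adjusted p = 0.0552) and 0.04 in Del/+ (exact permutation p = 0.795). Among the sex genes, the Y-linked *Kdm5d* stood at 47.2 to 57.4 counts-per-million (CPM) and *Eif2s3y* at 44.2 to 58.2 CPM across the 19 libraries.

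The share of reads aligned to more than 1 place differed between the groups. It was 44.4% ± 2.82 (SD, n = 6) of all counted lines in wt, 48% ± 2.11 (SD, n = 5) in Dup/+, 63.7% ± 15.7 (SD, n = 4) in Del/+ and 64.3% ± 6.39 (SD, n = 4) in Del/Dup. The difference from wt was 19.8 percentage points in Del/Dup (exact permutation p = 0.00476, the smallest that 210 splits allow, adjusted p = 0.0143). It was 19.3 in Del/+ (exact permutation p = 0.0286, adjusted p = 0.0429) and 3.55 in Dup/+ (exact permutation p = 0.0476, adjusted p = 0.0476). Del/+ replicate 4 stood apart from its group at 41.6%, inside the wt range of 40.1% to 47.6%, while Del/+ replicates 1 to 3 lay at 73.1%, 76.3% and 63.9%. All wt and Dup/+ libraries were therefore of low share and all Del/Dup libraries of high share, so that no comparison of Del/Dup with wt could be made within a batch, and only Del/+ replicate 4 allowed a fit with the batch as a term.

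**Figure D1:**
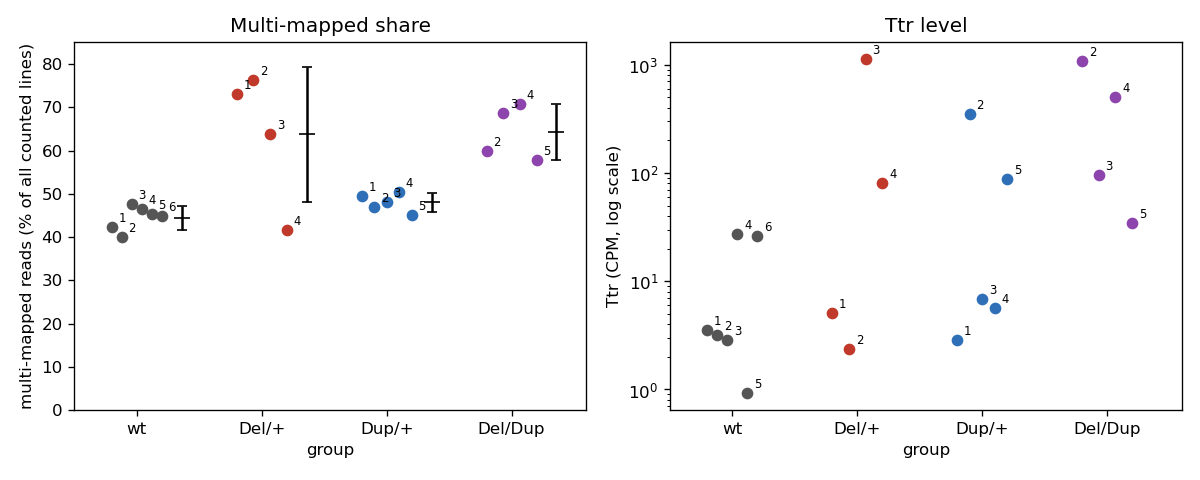
The left plot shows the multi-mapped reads as a percent of all counted lines and the right plot the level of *Ttr* in CPM on a log axis, with 1 point per library labelled by its replicate number, for the 4 groups. Black marks and bars in the left plot are the mean and SD of each group; 3 of the 4 Del/+ libraries and all 4 Del/Dup libraries lie above every wt and Dup/+ library.

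The level of the interval was first compared between libraries, as a check of the labels. The median log2 CPM difference from the wt mean over 28 interval genes was -1.0 ± 0.08 (SD, n = 4) in Del/+, 0.53 ± 0.03 (SD, n = 5) in Dup/+, -0.07 ± 0.03 (SD, n = 4) in Del/Dup and -0.00 ± 0.03 (SD, n = 6) in wt. Del/+ libraries spanned -1.07 to -0.87 and Dup/+ libraries 0.49 to 0.57, with no overlap with wt (-0.05 to 0.02). Wt replicate 5, for which a field of the label gives Dup/+, stood at -0.04. Against wt, the difference was -0.99 for Del/+ (exact permutation p = 0.00476, the smallest of 210 splits) and 0.53 for Dup/+ (exact permutation p = 0.00216, the smallest of 462 splits). The smaller difference of Del/Dup from wt was -0.07 (exact permutation p = 0.00952) and moved most when libraries were scaled by their size alone, to -0.05 (exact permutation p = 0.0857). After adjustment over the 3 comparisons, p was 0.00714, 0.00649 and 0.00952.

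**Figure D2:**
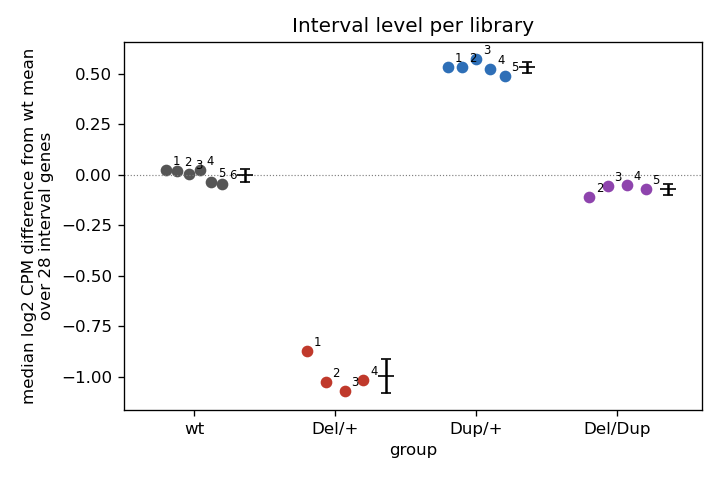
Each point is 1 library, labelled by its replicate number, and its height is the median over 28 interval genes of the log2 CPM difference from the wt mean; black marks and bars are the mean and SD of each group. Del/+ libraries lie at -1.07 to -0.87, Dup/+ libraries at 0.49 to 0.57, and Del/Dup libraries at -0.11 to -0.05.

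Expression of the interval genes was then tested gene by gene, to ask how it followed the number of copies. In Del/+, the median log2 fold change over the 28 genes was -1.01 (quartiles -1.07 and -0.92), a median fold of 0.498. It was 0.53 (0.48 and 0.61) in Dup/+, a fold of 1.44, and -0.07 (-0.15 and 0.07) in Del/Dup, a fold of 0.950. The rotation test of the set reached 1e-04, the smallest p it can give, for Del/+ and Dup/+ (adjusted p = 0.00015 each), and had an adjusted p = 0.0356 for Del/Dup. The Del/Dup result rested in part on *Sult1a1*, without which the median over 27 genes was -0.06 and the rotation p was 0.144. It also lost its significance without any 1 of 7 libraries (wt replicates 1, 2 and 4, Del/Dup replicates 2, 3 and 5, and Del/+ replicate 2), with medians from -0.09 without wt replicate 4 to -0.04 without Del/Dup replicate 2. The alternative that moved the median most, *Ttr* as a covariate, gave -0.04.

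In edgeR, 26 of the 28 genes were lower in Del/+, 21 were higher in Dup/+ and 1 was lower in Del/Dup. Adjusted over the list alone, the counts were 28, 24 and 5. The widest change in a count came from counting wt replicate 5 as Dup/+, which left 7 of the Dup/+ calls. In Del/Dup, the count was 2 without wt replicate 5 and 3 without Del/Dup replicate 3. Individual changes ranged from -1.28 to -0.77 in Del/+, from -0.10 to 0.96 in Dup/+ and from -1.23 to 0.54 in Del/Dup. *Mapk3* (ENSRNOG00000053583) fell from 94.8 ± 3.67 CPM (SD, n = 6) in wt to 49.2 ± 8.42 CPM (SD, n = 4) in Del/+, a log2 fold change of -0.95 (SE 0.0817, adjusted p = 2.40e-07). It stood at 141 ± 9.86 CPM (SD, n = 5) in Dup/+, a log2 fold change of 0.57 (SE 0.0733, adjusted p = 0.000224). In Del/Dup it was at 90.6 ± 7.37 CPM (SD, n = 4), a log2 fold change of -0.06 (SE 0.0792, adjusted p = 0.715). *Kctd13* (ENSRNOG00000020010) changed by -1.0 in Del/+ (SE 0.0812, adjusted p = 9.54e-08), by 0.51 in Dup/+ (SE 0.0725, adjusted p = 0.000703) and by -0.12 in Del/Dup (SE 0.0786, adjusted p = 0.444). With wt replicate 5 counted as Dup/+, the Dup/+ calls of *Mapk3* (0.48, adjusted p = 0.101) and *Kctd13* (0.42, adjusted p = 0.176) were lost. The interval level of that library was -0.04, against 0.49 to 0.57 in Dup/+, which argues against this reading. Counted so, a library of wt level is added to Dup/+, which by itself lowers the interval changes of that group.

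*Sult1a1* (ENSRNOG00000019342), the first gene of the interval, was the 1 gene called in Del/Dup. It fell from 7.32 ± 0.477 CPM (SD, n = 6) in wt to 3.31 ± 0.218 CPM (SD, n = 4) in Del/+ and to 3.09 ± 0.270 CPM (SD, n = 4) in Del/Dup. The log2 fold changes were -1.13 (SE 0.0850, adjusted p = 2.58e-08) and -1.23 (SE 0.0882, adjusted p = 1.12e-07). In Dup/+ it was at 6.84 ± 0.479 CPM (SD, n = 5), with a log2 fold change of -0.10 (SE 0.0757, adjusted p = 0.736). Compared directly, Del/Dup and Del/+ differed by -0.10 for *Sult1a1* (adjusted p = 0.849), whereas the other 27 genes were higher in Del/Dup by 0.73 to 1.31 (median 0.93), 23 of them called. Genes not called in Dup/+ were *Sult1a1*, *Doc2a*, *Pagr1*, *Qprt*, *LOC308990*, *AABR07005779.6* and *AABR07005779.7*, and the last 2 of these were not called in Del/+ either. Of the interval genes, *Gdpd3*, *Tbx6*, *Zg16* and *LOC102552638* were too low for testing.

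**Figure D3:**
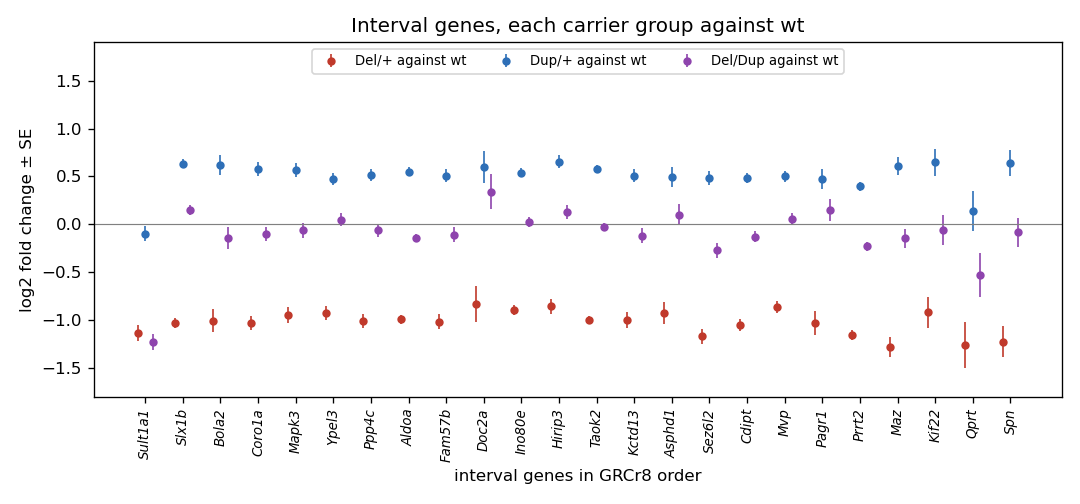
Log2 fold change against wt, with its SE, of the 24 interval genes that match the GRCr8 table, in the order of that assembly, for Del/+ (n = 4), Dup/+ (n = 5) and Del/Dup (n = 4) against wt (n = 6). *Sult1a1*, at the left end, is the gene at which Del/Dup falls with Del/+ and Dup/+ stays near 0.

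Of the 14 flanking genes tested, 0 were called in Del/+ (3 at an unadjusted p under 0.05), 1 in Dup/+ and 1 in Del/Dup, and the counts adjusted over the list alone were 1, 1 and 4. DESeq2 moved these most, to 2 in Del/+ and 3 in Del/Dup. *Sgf29* (ENSRNOG00000019245) was lower in Dup/+ by a log2 fold change of -0.43 (SE 0.0800, adjusted p = 0.0141), at 6.77 ± 0.456 CPM (SD, n = 5) against 9.18 ± 0.684 CPM (SD, n = 6) in wt. Its change was -0.37 in Del/Dup (adjusted p = 0.0872) and -0.06 in Del/+ (adjusted p = 0.731), and the difference between Del/+ and Dup/+ was itself called (0.37, adjusted p = 0.0481). The Dup/+ call of *Sgf29* was lost without wt replicate 1 (log2 fold change -0.41), Dup/+ replicate 3 (-0.40) or Dup/+ replicate 4 (-0.42), and when wt replicate 5 was counted as Dup/+ (-0.31), while *Sgf29* was called in Del/Dup without Del/Dup replicate 5 (-0.45) and in DESeq2 (-0.37, adjusted p = 0.0195). *Eif3c* (ENSRNOG00000018761) was lower in Del/Dup by -0.27 (SE 0.0415, adjusted p = 0.0129), at 188 ± 9.27 CPM (SD, n = 4) against 226 ± 7.25 CPM (SD, n = 6) in wt. The call of *Eif3c* was lost without Del/Dup replicate 2 (-0.24) or 4 (-0.27) with a batch term (-0.14, adjusted p = 0.481) and with *Ttr* as a covariate (-0.25, adjusted p = 0.256). *Eif3c* changed by -0.12 in Del/+ (adjusted p = 0.124) and by 0.05 in Dup/+ (adjusted p = 0.762). Without Del/Dup replicate 5, 2 flanking genes were called in Del/Dup, and none without Del/Dup replicate 2 or 4.

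Over all tested genes, edgeR and DESeq2 called more in Del/+ than in Dup/+, while FCROS, as rewritten here and run on every gene with a read, called fewer. In Del/+, 119 of 15440 genes were called against wt, 47 higher and 72 lower (2848 at an unadjusted p under 0.05). Of these, 26 were interval genes and 93 lay outside, 47 higher and 46 lower, with a median absolute log2 fold change of 0.36. The count moved most with the test, to 655 in DESeq2 and 1011 in FCROS; 94 of the 119 genes were among the 655. A term for the batch of high multi-mapped share left 80 calls, 35 of them among the 119. Without single libraries the count was 46 (Del/+ replicate 2), 52 (Del/+ replicate 4), 54 (wt replicate 3), 61 (wt replicate 1), 68 (wt replicate 2) or 79 (wt replicate 5). It was 261 without Del/+ replicate 1, 281 without Del/Dup replicate 3 and 337 without Del/Dup replicate 2.

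The 5 genes outside the interval with the smallest adjusted p in Del/+ were led by *AABR07006310.1* (ENSRNOG00000021084), whose symbol has 0 matches in the GRCr8 table. It rose from 4.80 ± 1.20 CPM (SD, n = 6) in wt to 28.3 ± 2.52 CPM (SD, n = 4), a log2 fold change of 2.54 (SE 0.284, adjusted p = 1.53e-05). *AABR07070225.1* (ENSRNOG00000015333) fell from 1.37 ± 0.220 to 0.478 ± 0.142 CPM, with a log2 fold change of -1.40 (SE 0.188, adjusted p = 6.76e-05). *Cd9* (ENSRNOG00000019556) rose from 43.7 ± 2.22 to 57.5 ± 4.08 CPM, a log2 fold change of 0.40 (SE 0.0520, adjusted p = 0.000143). *Mybpc1* (ENSRNOG00000056493) rose by 1.40 (SE 0.228, adjusted p = 0.00185), from 1.09 ± 0.387 to 3.02 ± 0.930 CPM, a call lost with the batch term (1.39, adjusted p = 0.0696). In these genes every Del/+ library lay beyond the range of the wt libraries. *AABR07015081.2* (ENSRNOG00000054945) rose by 3.51 (SE 0.524, adjusted p = 0.000964), from 1168 ± 733 CPM in wt. Its levels in Del/+ spanned 1686 to 22705 CPM and overlapped those of wt; with a batch term the change was 0.53 (adjusted p = 0.758), and within groups its level rose with the multi-mapped share.

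Duplication gave 42 calls against wt, 33 higher and 9 lower (1380 at an unadjusted p under 0.05), of which 21 were interval genes. The 21 outside, 12 higher and 9 lower, had a median absolute log2 fold change of 0.89. With wt replicate 5 counted as Dup/+, 12 genes were called, and FCROS called 1370. Without wt replicate 1 or Dup/+ replicate 1, 27 genes were called. Since the Dup/+ and wt libraries are all of low multi-mapped share, the comparison was also made among them alone, which gave 40 calls, 18 in the interval and 22 outside, with an interval median of 0.53. *AABR07006310.1* again rose, to 25.6 ± 2.79 CPM (SD, n = 5), a log2 fold change of 2.39 (SE 0.277, adjusted p = 5.39e-05). *RF00100* (ENSRNOG00000058108) rose by 2.30 (SE 0.448, adjusted p = 0.000562) on 7 to 18 reads per Dup/+ library and 0 to 4 per wt library. *Slc5a2* (ENSRNOG00000020039) fell by 1.29 (SE 0.210, adjusted p = 0.000703), from 0.792 ± 0.118 to 0.278 ± 0.0464 CPM. A copy of *Hba-a2* (ENSRNOG00000047321) rose by 0.66 (SE 0.107, adjusted p = 0.00365), from 33.4 ± 3.32 to 52.8 ± 6.56 CPM. *Cyb561a3* (ENSRNOG00000020702) rose by 0.80 (SE 0.136, adjusted p = 0.00574), from 4.46 ± 0.467 to 7.84 ± 0.846 CPM. In these genes every Dup/+ library lay beyond the wt range. *Slc5a2* and *Cyb561a3* are among the 500 tested genes on either side of the interval in the GRCr8 order. Counting wt replicate 5 as Dup/+ removed the calls of *AABR07006310.1* (2.09, adjusted p = 0.0576), *Slc5a2* (-0.99, adjusted p = 0.176) and *Cyb561a3* (0.77, adjusted p = 0.0535).

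Del/Dup animals, with the copy number of wt, had 14 calls, 7 higher and 7 lower (2504 at an unadjusted p under 0.05), 13 of them outside the interval with a median absolute log2 fold change of 0.53. FCROS called 1116 genes and DESeq2 183, while a batch term gave 3 calls, 2 of them among the 14. The count depended on single libraries. It was 5, 4, 4 and 7 without wt replicates 1 to 4, 91 without wt replicate 5 and 9 without wt replicate 6. Without Dup/+ replicates 1 to 5 it was 8, 5, 8, 8 and 9, and without Del/Dup replicates 2 to 5 it was 6, 216, 2 and 23. Without Del/+ replicate 2 or 3 it was 7. *AABR07006310.1* rose to 23.7 ± 13.8 CPM (SD, n = 4), a log2 fold change of 2.29 (SE 0.289, adjusted p = 0.000986), with libraries at 6.50 to 40.1 CPM against 3.36 to 6.35 CPM in wt. That call was lost with a batch term (2.44, adjusted p = 0.134). *AABR07015081.2* rose by 3.31 (SE 0.521, adjusted p = 0.0129), to 11621 ± 4322 CPM, and its change became -0.04 with a batch term (adjusted p = 0.991). Without wt replicate 3 (3.24) or Del/Dup replicate 4 (3.15) its call was lost. *Mical2* (ENSRNOG00000016244) fell by 0.31 (SE 0.0524, adjusted p = 0.0273), from 409 ± 25.3 to 330 ± 18.4 CPM, and was lost without wt replicate 1 (-0.29), wt replicate 2 (-0.28) or Del/Dup replicate 4 (-0.30), and with wt replicate 5 counted as Dup/+ (-0.29, adjusted p = 0.0762). *AABR07044711.1* (ENSRNOG00000047276) fell by 0.37 (SE 0.0635, adjusted p = 0.0322), from 179 ± 14.0 to 139 ± 13 CPM, and was lost without any of wt replicates 1 to 4, Dup/+ replicate 2, or Del/Dup replicates 2, 4 and 5 (-0.37 to -0.33). With a batch term, neither *Mical2* (-0.46, adjusted p = 0.135) nor *AABR07044711.1* (-0.53, adjusted p = 0.143) was called, nor were they with *Ttr* as a covariate (-0.26, adjusted p = 0.423, and -0.34, adjusted p = 0.412). *Eif3c*, described with the flanking genes, was the remaining gene of the 5 with the smallest adjusted p.

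Between Del/+ and Dup/+, 121 genes were called, 46 higher and 75 lower in Del/+ (2080 at an unadjusted p under 0.05), of which 27 were interval genes. The count was 267 in DESeq2 and 51 with a batch term. It was 194 without Del/Dup replicate 2, and 77, 64, 75 and 73 without Dup/+ replicates 1, 2, 3 and 5. Without Del/+ replicates 2 and 4 it was 60 and 79. A slope on the number of copies was called in 89 genes (1775 at an unadjusted p under 0.05), 61 rising and 28 falling with copies, 26 of them in the interval. The slope count was 162 in DESeq2, 43 with a batch term and 48 without Del/+ replicate 2. Within the batch of high share, Del/+ replicates 1 to 3 against the 4 Del/Dup libraries gave 23 calls, 18 in the interval with a median log2 fold change of -0.95 and 5 outside, against 27 calls (23 and 4) with all libraries.

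From the genes outside the interval that the study named on these samples, 15 were listed, of which 9 could be tested. The calls numbered 0 in Del/+ (6 at an unadjusted p under 0.05), 1 in Dup/+ and 0 in Del/Dup (1 unadjusted), with 3 between Del/+ and Dup/+ and 3 for the slope. Adjusted over the list alone, the counts were 4, 6, 1, 5 and 5, which is not independent evidence since the list was chosen on these libraries. *Ucp3* (ENSRNOG00000017716) fell in Dup/+ by 2.10 (SE 0.580, adjusted p = 0.0323) on 0 to 4 reads per library against 6 to 44 in wt. The call of *Ucp3* was lost without wt replicate 1 (-1.68) or 2 (-2.07) or without Dup/+ replicate 1 (-2.27), 3 (-2.0), 4 (-2.03) or 5 (-1.93), with wt replicate 5 counted as Dup/+ (-1.48) and with *Ttr* as a covariate (-1.99, adjusted p = 0.0802). *Rad21l1* (ENSRNOG00000022335) had a slope of 0.87 per copy (adjusted p = 9.91e-05), with a log2 fold change of -0.97 in Del/+ (adjusted p = 0.0590) and 0.78 in Dup/+ (adjusted p = 0.193). In Del/+ it was called without wt replicate 1 (-1.07) or 6 (-1.06), Dup/+ replicate 4 (-0.97), or Del/Dup replicate 2 (-0.97) or 3 (-0.97). *Ptx3* (ENSRNOG00000012280) had a slope of 0.49 (adjusted p = 0.00566) and *Chad* (ENSRNOG00000003304) one of -0.16 (adjusted p = 0.763). *Itgb6* (ENSRNOG00000008346) changed by 1.20 in Del/+ (adjusted p = 0.0683). *Cul3* (ENSRNOG00000015633) changed by 0.08, 0.03 and -0.00 in Del/+, Dup/+ and Del/Dup (adjusted p = 0.256, 0.865 and 0.997).

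To ask whether deletion and duplication shared effects, log2 fold changes were correlated across the 15412 genes outside the interval, which are not independent replicates. Del/+ and Dup/+ effects correlated with r = 0.479 and rho = 0.398. Unchanged simulated groups set against the same wt libraries gave a mean r of 0.422 (0.350 to 0.472) and a mean rho of 0.378 (at most 0.394). With 3 wt libraries for each contrast, r averaged 0.190 over the 20 splits (0.0941 to 0.274) and rho 0.132, where simulation gave a mean r of 0.00587 and at most 0.0840. Since simulated genes were independent, these ranges are too narrow to judge an excess by. Real libraries relabelled at random, with shared wt libraries, gave a median r of 0.439 and at most 0.699. An excess over simulation is therefore not evidence of effects shared by deletion and duplication. With a batch term, r was 0.241, where simulation gave a mean of 0.253. The value was lowest without Del/+ replicate 3 (0.349) and Dup/+ replicate 2 (0.372). The corresponding r was 0.673 for Del/+ and Del/Dup (simulated mean 0.394) and 0.505 for Dup/+ and Del/Dup (0.403). Del/+ and Dup/+ shared 22 called genes, 21 in the interval, each lower in Del/+ and higher in Dup/+, and 1 outside, *AABR07006310.1*, higher in both. Simulations, which hold no dosage change, gave 0 shared calls. Over the 20 splits of the wt libraries the number was 17 to 20, at most 2 of them outside the interval.

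Gene lists were tested for ciliary and synaptic changes and for differences in dissection. Cilia genes were higher, with a median log2 fold change of 0.34 in Del/+ (adjusted p = 8.42e-07, higher in 3 of 4 libraries), 0.34 in Dup/+ (adjusted p = 2.96e-10, 5 of 5) and 0.32 in Del/Dup (adjusted p = 7.12e-08, 4 of 4). Choroid plexus genes were higher by a median of 1.42 in Del/+ (adjusted p = 0.000889, 2 of 4 libraries), 0.79 in Dup/+ (adjusted p = 0.00329, 3 of 5) and 2.71 in Del/Dup (adjusted p = 2.96e-10, 4 of 4). Oligodendrocyte genes were higher by 0.32 (adjusted p = 3.41e-10, 4 of 4), 0.13 (adjusted p = 2.90e-05, 5 of 5) and 0.19 (adjusted p = 4.09e-05, 4 of 4). Synaptic genes were lower, with medians of -0.12 (adjusted p = 0.000224, 4 of 4), -0.06 (adjusted p = 0.000333, 4 of 5) and -0.12 (adjusted p = 1.12e-07, 4 of 4). Immediate-early genes were higher in Del/Dup (0.30, adjusted p = 0.00360, 3 of 4) and showed no difference in Del/+ (-0.01, adjusted p = 0.491) or Dup/+ (-0.02, adjusted p = 0.491). These 13 calls of 15 came from camera with its preset correlation, and 0 of them held under fry (smallest adjusted p = 0.115) or under an estimated correlation (smallest adjusted p = 0.308). Of the other alternatives, *Ttr* as a covariate turned the choroid plexus change around in all 3 comparisons. A batch term removed the cilia calls in Del/+ and Del/Dup, the choroid plexus call in Del/+ and the immediate-early call in Del/Dup. Without Del/+ replicate 3 the choroid plexus list was not called in Del/+ (adjusted p = 0.536), without Dup/+ replicate 2 it was not called in Dup/+ (adjusted p = 0.271), and without Del/Dup replicate 2 the immediate-early list was not called in Del/Dup (adjusted p = 0.108).

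The level of *Ttr*, which choroid plexus expresses at a high level, varied between libraries of the same group, from 0.921 to 27.4 CPM in wt, 2.38 to 1126 CPM in Del/+, 2.85 to 352 CPM in Dup/+ and 34.4 to 1087 CPM in Del/Dup. Within groups it correlated over the 19 libraries with the other choroid plexus genes (r = 0.953, permutation p = 1e-05, the smallest possible, adjusted over 5 such relations 2.5e-05; rho = 0.961, permutation p = 1e-05; r = 0.919 without Del/+ replicate 3 and Dup/+ replicate 2). With the cilia genes the correlation was r = 0.567 (permutation p = 0.0106, adjusted 0.0177; rho = 0.465, permutation p = 0.0479), and r = 0.352 without those 2 libraries, on which the relation rested. Computed apart in the libraries of low share (wt and Dup/+, 11 libraries) and of high share (Del/+ and Del/Dup, 7 libraries), the correlation of *Ttr* with the other choroid plexus genes was r = 0.960 (permutation p = 1e-05, the smallest possible) and r = 0.989 (exact p = 0.000595), and that with the cilia genes was r = 0.220 (permutation p = 0.516) and r = 0.932 (exact p = 0.00139).

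A list of blood genes, written after globin genes had been seen among the calls, was higher in Dup/+ with a median log2 fold change of 0.59 (adjusted p = 6.36e-12 by camera and 0.000157 by fry, adjusted over 3 comparisons). It differed little in Del/+ (-0.10, adjusted p = 0.375) and Del/Dup (0.06, adjusted p = 0.917). The mean score of the list per library was higher in Dup/+ than in wt by 0.55 (exact permutation p = 0.00433, adjusted p = 0.0130). *Hbb* rose by 0.76 (adjusted p = 0.0380, higher in 5 of 5 libraries), *Hba-a2* (ENSRNOG00000029886) by 0.56 (adjusted p = 0.0202, 5 of 5), *Alas2* by 0.58 (adjusted p = 0.0782, 5 of 5) and *Slc4a1* by 0.28 (adjusted p = 0.772, 3 of 5).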

Values the study reported

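The study names FCROS and DESeq2 for finding changed genes, and gave its counts of them from FCROS. It reported 966 such genes in Del/+ and 1,367 in Dup/+ Sprague Dawley males, and 1,071 in Del/Dup animals, out of 23,148 expressed genes. It gave 267 genes as shared by the deletion and the duplication, of which 120 were higher and 100 were lower in both. The region was taken to hold 28 genes from *Sult1a1* to *Spn*.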

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

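The tests named in this part were chosen after the result they bear on was seen. A library far from the others of its group was found in 4 of 92 groups of values, where 4.6 are had by chance, so that no single one of the 4 stands out from what chance gives.

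Wt replicate 5 lay above the other wt libraries in the score of the immediate-early genes, at 0.63 (log2 against the wt mean) with the nearest library at -0.04. A field of its label gives Dup/+, so a mislabelled sample was tested. Its interval level was -0.038, inside the wt range of -0.05 to 0.02 and far from the Dup/+ range of 0.49 to 0.57, which argues against a Dup/+ animal. The same library was highest among wt in *AABR07015081.2*, at 2559 CPM with the nearest at 1204 CPM. Handling before dissection was not tested as a source of the immediate-early score.

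Del/+ replicate 4 lay above the other Del/+ libraries in the blood score, at 0.28 with the nearest at -0.24, and below them in *Slc5a2*, at 0.376 CPM with the nearest at 0.579 CPM. It is also the 1 Del/+ library of low multi-mapped share, so the batch and the library cannot be told apart for these values, and no biological explanation was tested.

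The multi-mapped share, a line of the files that the comparisons between genes do not use, averaged 63.7% in Del/+ and 64.3% in Del/Dup against 44.4% in wt. If the deletion raised it, each Del/+ library would be expected above wt, but Del/+ replicate 4 had 41.6%, a single library that excludes nothing. Genotype and a batch of library preparation cannot be told apart here, because the labels give no batch and all Del/Dup libraries are of high share. The effect of the share on gene levels was estimated from its slope within the 11 wt and Dup/+ libraries. The correlation of that slope across genes with the Del/Dup effects was no higher than with shuffled shares (r = -0.04, one-sided permutation p = 0.585), and so it was for Del/+ (r = -0.12, one-sided permutation p = 0.853). The shares of these 11 libraries span 40.1% to 50.5%, short of the 57.8% to 76.3% of the high libraries, which leaves the question open.

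Of the 93 genes outside the interval called in Del/+, 16 were also called with a term for the batch. In that fit the difference from wt rests on Del/+ replicate 4 alone, so the 16 calls do not exclude the batch. The other 77 were not called, though 62 of them kept an unadjusted p under 0.05. Genes called without Del/+ replicate 4 had in that library a median 0.597 of the effect in the others. With replicates 1, 2 and 3 held out in the same way the ratio was 0.367, 0.925 and 0.483, so that replicate 4 lay inside the range of the others. The number of genes behind these ratios was 27 without replicate 4 and 235, 20 and 123 without replicates 1, 2 and 3. Apart from *AABR07015081.2* and *AABR07006310.1*, which are taken up below, the comparison with wt cannot tell batch and deletion apart for these genes. Within the low batch, 1 Del/+ library carries that comparison. Del/+ replicates 1 to 3 and Del/Dup are all of high share, and compared with each other they gave 5 calls outside the interval. Whether those 5 are among the 93 is left open here.

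*AABR07015081.2* was higher in Del/+ and Del/Dup. With a batch term the change in Del/Dup was -0.040 (adjusted p = 0.991) and in Del/+ 0.53 (adjusted p = 0.758), a fit that rests on Del/+ replicate 4. Within groups, its level correlated with the share (r = 0.865, permutation p = 1e-05, the smallest possible, adjusted over 5 relations 2.5e-05; rho = 0.791, permutation p = 0.00012; r = 0.699 without Del/+ replicates 4 and 2). The correlation was r = 0.644 (permutation p = 0.0308) among the 11 libraries of low share in wt and Dup/+ and r = 0.984 (exact p = 0.00258) among the 7 of high share. A candidate explanation is the library batch, or whatever sets the share, rather than genotype.

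The effect of both altered chromosomes together was compared with the sum of the single effects on the log2 scale. The difference was called in 5 genes (1511 at an unadjusted p under 0.05, 1491 of them outside the interval): *Slx1b* (0.55, adjusted p = 0.00162), *Prrt2* (0.53, adjusted p = 0.00162), *Taok2* (0.40, adjusted p = 0.00378), *AABR07006310.1* (-2.64, adjusted p = 0.00774) and *AABR07043287.1* (-3.82, adjusted p = 0.0355), chosen after their values were seen. For the interval genes, additive expression from 1, 2, 2 and 3 copies would give 0.415 on this scale. The median over the 27 genes other than *Sult1a1* was 0.42, with 27 of 27 above 0, so additive copy number may account for the 3 interval genes with no interaction of the alleles.

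*AABR07006310.1* was higher than wt in all 3 carrier groups. The batch of high share as the whole cause is argued against by Dup/+, of low share, where 5 of 5 libraries lay above every wt library. Copy number is argued against by the difference between Del/+ and Dup/+ of 0.14 (adjusted p = 0.869). Its interaction stayed called in each of the 19 fits that left out a library (0 lost the call), so no single library carried it. A variant that travels with both altered chromosomes could give the rise in Del/+ and Dup/+. Del/Dup would carry it on both chromosomes, but the interaction of -2.64 shows that the single effects did not add up on the log2 scale. Effects that add up on the CPM scale would also give a negative value here. Whether they did so was not computed and is left open. Del/Dup replicate 2 stood at 6.50 CPM, near the highest wt library at 6.35 CPM. The symbol of the gene has 0 matches in the GRCr8 table, so that its place relative to the interval was not settled. *AABR07043287.1* (ENSRNOG00000057292), at 0.199 CPM in wt, 0.663 in Del/+, 1.34 in Dup/+ and 0.194 in Del/Dup, lost its call in 14 of the 19 fits, with adjusted p from 0.00280 to 0.115, which leaves open whether it is more than noise at a low level.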

How the results depend on the processing

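Terms for the multi-mapped batch and share, *Ttr* as a covariate, robust dispersion and some scalings were chosen after seeing the data. Counting wt replicate 5 as Dup/+ goes against the interval level of that library, which lies in the wt range. Losses of Dup/+ calls under that reading are therefore weak evidence that the calls are fragile. The interval medians of Del/+ and Dup/+ kept their direction and their side of the threshold under every alternative run, from -1.04 to -0.96 and from 0.51 to 0.55 across the 19 fits that each left out one library. The number of interval genes called in Del/+ was 25 to 26 across the same 19 fits, and it was lower with the batch term.

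The number of genes changed in Del/+ against wt was 119. It was 655 in DESeq2, 1011 in FCROS, 525 at an adjusted p of 0.1, 72 with a replicate block and 53 with *Ttr* as a covariate, and 46 to 337 across the fits that left out one library. The genes changed in Dup/+ against wt numbered 42, and 80 in DESeq2, 1370 in FCROS, 12 with wt replicate 5 counted as Dup/+, and 27 to 44 without single libraries. The genes changed in Del/Dup against wt numbered 14. They were 9 with RLE factors, 8 with library size alone, 6 at a mean of at least 1 CPM (fewer genes tested), 183 in DESeq2, 7 in limma-voom, 7 with the replicate block, 57 with wt replicate 5 counted as Dup/+, 3 with the batch term, 4 with the share, 3 with *Ttr*, 73 at 0.1, 3 with only the compared groups in the fit (fewer libraries) and 1116 in FCROS, and 2 to 216 without single libraries. The genes changed in Del/+ against Dup/+ numbered 121, and 267 in DESeq2, 51 with the batch term, 216 at 0.1 and 60 to 194 without single libraries. The genes with a copy number slope numbered 89, and 162 in DESeq2, 43 with the batch term, 53 with the share and 48 to 124 without single libraries. The higher counts at 0.1 follow from the wider threshold, and the FCROS counts go with its calls in simulated groups without a change; for the others the cause was not tested.

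Replicate numbers did not pair the libraries: of 24 pairs with the same number 2 had a correlation over 0.1 (mean -0.00420), against 21 of 110 other pairs. The block is therefore given only as an alternative.

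The median interval log2 fold change, Del/Dup against wt, was -0.07. It was -0.051 with library size alone (rotation p 0.133), -0.076 with wt replicate 5 counted as Dup/+ (0.366), -0.052 with the batch term (0.270) and -0.037 with *Ttr* (0.405), each no longer past the threshold, and -0.11 to -0.042 without single libraries. The interval level per library (label check), Del/Dup against wt, was -0.046 with library size alone. Interval genes changed, Dup/+ against wt, fell from 21 to 7 with wt replicate 5 counted as Dup/+ (18 to 21 without single libraries), and interval genes changed, Del/Dup against wt, rose from 1 to 2 in DESeq2 (1 to 3). Flanking genes changed, Del/+ against wt, rose from 0 (3 at an unadjusted p under 0.05) to 2 in DESeq2 (0 to 0 without single libraries). Flanking genes changed, Dup/+ against wt, fell from 1 to 0 with wt replicate 5 counted as Dup/+ (0 to 1). Flanking genes changed, Del/Dup against wt, went from 1 to 3 in DESeq2, and to 0 with the block and 0 with the batch term (0 to 2). The cause was not tested.

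The genes called in both Del/+ and Dup/+ fell from 22 to 7 with wt replicate 5 counted as Dup/+ (19 to 24 without single libraries). The correlation of Del/+ and Dup/+ effects across genes outside the interval, 0.479, exceeded the highest simulation with shared wt libraries, 0.472, but not that of the same simulations with their counts filtered anew, 0.480. All these simulations leave out correlation between genes. Simulated under the same alternative, a choice made after the data were seen, unchanged groups reached 0.352 with the batch term (0.241 in the data), 0.502 with the share (0.470) and 0.529 with *Ttr* (0.436), so that it no longer exceeded them. It ranged from 0.349 to 0.532 without single libraries. Simulations without the same library reached more than the data for wt replicates 1 (0.521 against 0.492) and 2 (0.528 against 0.496). So they did for wt replicates 3 (0.506 against 0.467) and 6 (0.523 against 0.504). The same held for Dup/+ replicate 2 (0.444 against 0.372) and Del/+ replicate 3 (0.454 against 0.349), while the remaining fits kept the excess. The cause was not tested.

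For the gene list tests (camera), adjusted p under fry, and under an estimated inter-gene correlation, was no longer past the threshold for each of the 13 calls. In Del/+ the values were 0.116 and 0.308 for motile_cilia, 0.299 and 0.462 for choroid_plexus, 0.130 and 0.308 for synaptic, and 0.115 and 0.308 for oligodendrocyte. In Dup/+ they were 0.115 and 0.308 for motile_cilia, 0.460 and 0.492 for choroid_plexus, 0.220 and 0.308 for synaptic, and 0.220 and 0.308 for oligodendrocyte. In Del/Dup they were 0.115 and 0.308 for motile_cilia, choroid_plexus and synaptic, 0.220 and 0.345 for immediate_early, and 0.200 and 0.308 for oligodendrocyte. These methods allow for correlation between the genes of a list. With the batch term, motile_cilia had 0.435 in Del/+ and 0.855 in Del/Dup, choroid_plexus 0.137 in Del/+, and immediate_early 0.137 in Del/Dup (0.140 with the share). With *Ttr* as a covariate, the choroid_plexus change turned round to lower in Del/+ (0.570), Dup/+ (0.214) and Del/Dup (0.542), and motile_cilia in Del/Dup had 0.141. *Ttr* is itself a gene of the choroid_plexus list, and why the direction turned was not tested. The immediate_early list in Dup/+ turned round to higher with wt replicate 5 counted as Dup/+ (0.0128), whose score is the highest of wt. Without single libraries the adjusted p ran from 8.18e-11 to 0.0458, 4.63e-06 to 0.536, 0.0548 to 0.888, 6.96e-06 to 0.0167 and 7.14e-13 to 1.69e-06 in Del/+ for motile_cilia, choroid_plexus, immediate_early, synaptic and oligodendrocyte. In Dup/+ it ran from 8.62e-14 to 5.37e-08, 0.000104 to 0.271, 0.0610 to 0.969, 3.84e-06 to 0.0159 and 2.52e-07 to 0.00136, and in Del/Dup from 1.97e-09 to 7.36e-06, 7.41e-15 to 3.06e-08, 4.51e-05 to 0.108, 3.47e-09 to 2.17e-06 and 4.67e-07 to 0.00477.

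For AABR07015081.2, Del/Dup against wt, the change turned round to -0.040 with the batch term. Among the other tests of single genes, leaving out a library made 24 weaker and 6 stronger, counting wt replicate 5 as Dup/+ made 8 weaker, the batch term 6, *Ttr* 4 and the block 2 (*Eif3c* and *AABR07015081.2*, Del/Dup against wt, with adjusted p = 0.0578 and 0.0978), and DESeq2 made 1 stronger.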

Other observations

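Of the tests in this part, the counts of other splits were set before their results were seen, and the others were chosen after the result was seen. Where the groups were split anew at random, 100 splits with the real one included, as many genes were called as in the real split in 1 of 100 for Del/+ against wt, 1 for Dup/+ against wt, 5 for Del/Dup against wt, 1 for Del/+ against Dup/+ and 1 for the slope on the number of copies. The Del/Dup calls therefore do not stand out from those of other groupings, and the real Del/Dup split is itself the split by multi-mapped batch, for which the term for the batch gave 3 calls, 2 of them among the 14. Over the 99 other splits the median count was 0 in each comparison with wt, with at most 3, 14 and 220 genes. A median interval change as large came up in 1 split of 100 for Del/+, 1 for Dup/+ and 3 for Del/Dup, and as many interval genes in 1, 1 and 3. As many flanking genes were called in 1 split for Dup/+ and 2 for Del/Dup. As many genes called in both Del/+ and Dup/+ came up in 1 of 100 relabellings. Of the 22 shared genes, 21 are interval genes, whose dosage no relabelling keeps, so this count does not bear on the rest of the genome. Outside the interval 1 gene was shared, a number that another relabelling also reached. A correlation of the Del/+ and Dup/+ effects as large came up in 42 relabellings, with a median of 0.439 and at most 0.699 in the others.

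Camera p as small as the real one came up, in Del/+, in 28 splits of 100 for the cilia list, 37 for choroid plexus, 77 for immediate-early genes, 20 for synaptic genes and 13 for oligodendrocytes. In Dup/+ the numbers were 4, 20, 78, 17 and 17, and in Del/Dup 8, 3, 37, 8 and 19. The cilia list in Dup/+ and the choroid plexus list in Del/Dup were the 2 calls seen in fewer than 5 splits.

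FCROS, as rewritten here, called 1011 genes in Del/+, 1370 in Dup/+ and 1116 in Del/Dup. Other splits gave as many in 100, 89 and 98 of 100, with medians of 1508, 1491 and 1510 genes, so that these counts do not separate genotype from any other grouping of the libraries.

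With edgeR, 119 genes were called in Del/+, 42 in Dup/+ and 14 in Del/Dup. The study, which used FCROS, gave higher numbers in each comparison, and more genes in Dup/+ than in Del/+, the reverse of the order with edgeR. In both Del/+ and Dup/+, 22 genes were called. The study gave a higher number of shared genes.

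*Sult1a1* was not raised by the duplication. If the duplicated segment held no expressed copy of the gene, Del/Dup would lie at the level of Del/+, and the difference was -0.10 (adjusted p = 0.849), whereas the other 27 interval genes were higher by 0.73 to 1.31. Reads shared with a paralog would make the fall in Del/+ smaller than that of the other genes, but it was -1.13 against a median of -1.0, which argues against that explanation. A candidate explanation is a duplication that begins within or beyond *Sult1a1*. The paper reports the sequenced junctions of both the deletion and the duplication with their positions in the rat assembly. Those junctions bear on this explanation but were not compared with the gene here, and no breakpoint was analysed.

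Calls near the interval were counted among the 500 tested genes on each side in the GRCr8 order, 1000 of 13623 genes (7.34%). In Dup/+, 7 of 13 calls lay there (Fisher exact p = 1.30e-05, adjusted p = 3.91e-05): *Ampd3*, *Cyb561a3*, *Hbb*, *Pdilt*, *Sgf29*, *Slc5a2* and *Ucp3*, of which *Ampd3*, *Hbb* and *Pdilt* were chosen after their values were seen. At 100 genes on each side, 3 of the 13 lay near (Fisher exact p = 0.000800). In Del/+ it was 4 of 79 (Fisher exact p = 0.662) and in Del/Dup 2 of 6 (Fisher exact p = 0.0662). Variants or position effects linked to the duplicated chromosome may contribute to the Dup/+ calls. Whether the groups differ in this was not tested, and the few calls of Del/Dup leave it open.

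Choroid plexus tissue in some libraries is a candidate source of the higher choroid plexus list, since within groups *Ttr* followed the other genes of the list (r = 0.953). Of the 19 tested genes, 9 had a mean of at least 1 CPM in wt. For the cilia list, camera with *Ttr* as a covariate gave an adjusted p of 0.00503 or less in Del/+ and Dup/+ and 0.141 in Del/Dup. Since camera gave p as small in other splits, the score of each library was tested after its slope on *Ttr* within groups was taken off. The difference from wt was then 0.17 in Del/+ (exact permutation p = 0.319), 0.26 in Dup/+ (exact permutation p = 0.0736) and 0.10 in Del/Dup (exact permutation p = 0.424), against exact permutation p of 0.152, 0.0130 and 0.0476 before. In the 11 wt and Dup/+ libraries alone, *Ttr* and the cilia genes were not related beyond chance (r = 0.220, permutation p = 0.516). In the 7 Del/+ and Del/Dup libraries of high share they were (r = 0.932, exact p = 0.00139), so the Dup/+ value after subtraction is uncertain. After the subtraction no group differed from wt past the spread of so few libraries, so choroid plexus tissue and ciliary change were not told apart in the 3 groups. In Dup/+ replicates 1 and 4 the cilia score lay above the wt mean (0.41 and 0.24) and the choroid plexus score below it (-0.29 and -0.17). The remaining Dup/+ libraries were higher in both scores. Over the alternatives adjusted p of the cilia list ran as high as 0.435 in Del/+, 0.308 in Dup/+ and 0.855 in Del/Dup, so ciliary change itself stays a hypothesis.

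The higher blood list in Dup/+ may come from blood left in the tissue. Within groups, *Hbb* and *Alas2* did not move together beyond chance (r = 0.355, permutation p = 0.136, adjusted over 5 relations 0.170; rho = 0.225, permutation p = 0.352; r = 0.263 without wt replicates 2 and 1; r = 0.275 (permutation p = 0.411) among the 11 libraries of low share and r = -0.23 (exact p = 0.629) among the 7 of high share). *Hbb* lies near the interval in GRCr8, but the other 5 genes of the list lie on other chromosomes, and their mean score was higher in Dup/+ than in wt by 0.50 (exact permutation p = 0.00649, on a list written after globin genes had been seen among the calls). This argues against variants that act on genes near the interval as the whole cause. Blood left in the tissue and an effect of the duplication on blood genes both stay open.

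The multi-mapped share did not correlate within groups with the synaptic list (r = 0.324, permutation p = 0.181, adjusted over 5 relations 0.181; rho = 0.232, permutation p = 0.337; r = 0.212 without Del/+ replicates 4 and 2; r = -0.05 (permutation p = 0.879) in the 11 libraries of low share and r = 0.03 (exact p = 0.946) in the 7 of high share).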
